A study of Lotus japonicus with 8 samples.

How the data were processed

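RNA-seq libraries of infected and uninfected cells from Lotus japonicus nodules were analysed, 4 libraries per cell type, from one deposited table with 94214 transcript rows. Per the labels, separated cells were placed directly in lysis buffer and libraries followed the Smart-Seq2 method. The labels describe each sample as cells in the plural and give neither the number of cells per library nor the plants behind it, so the spread reported is that between libraries. Groups were taken from the label that gives the infection state of each sample.

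The authors deposited whole-number counts and FPKM side by side for each library. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the file header. Each non-zero deposited FPKM equalled the count divided by the column total and by a whole-number transcript length, within a relative deviation of 4.99e-07, so the FPKM carry no information beyond the counts and the lengths. The deposited counts are per transcript, with IDs that reduce to 83153 loci, of which 8233 have more than 1 transcript. Of the 32022 rows with over 100 counts, 3178 repeat all 8 counts of an earlier row, so reads over shared sequence were counted in several rows and column totals include such reads more than once. In each library more transcripts had 2 counts than 1 count (for example 9219 against 2810 in infected replicate 3), which is what counting both mates of a pair would give; intervals and floors therefore cover counting error only and are too narrow to that extent. Transcripts of overlapping or near-identical genes are uncertain for the same reason. No row lacked a transcript ID. None of the IDs matched the RefSeq gene table supplied (40429 genes of the Gifu assembly, another accession than MG-20), so no gene names, coordinates or annotations are given, and the test of gene families that was planned on annotation words was not run.

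The main test was edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Transcripts were kept by filterByExpr (minimum count 10, minimum total 15), which left 20209 rows holding 97.18% of all counts. Libraries were scaled by TMM (factors from 0.581 to 1.221), and a quasi-likelihood fit compared infected with uninfected cells over all 8 libraries, with no covariate. Adjusted p-values are Benjamini-Hochberg values over the tested rows, and a row was called below 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. CPM in the text are counts divided by the column total, scaled by 1000000. A group with no count was set at a floor of 3 counts over its 4 libraries together, and compared with the counts of the other group pooled over its libraries. Single values per library were compared by exact permutation of the difference in means, two-sided, over 70 splits. For detection, libraries were thinned without replacement to 2573790 counts with a fixed seed (numpy 2.4.6). Spread was described by Spearman's rho of edgeR log2 CPM (prior count 2) between libraries.

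Named transcripts followed a rule set before the data were examined. Among calls with a mean of at least 10 CPM and groups that did not overlap, the 2 with the largest rise and the 2 with the largest fall were named, because no names accompany the IDs. All other transcripts named, in the closing section and for the locus of Lj0g3v0134869.2, were chosen after their values were seen.

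The edgeR test was tested on simulated data: negative binomial counts for the 20209 transcripts of the comparison of infected with uninfected cells, with the observed means, library sizes and dispersions and 200 transcripts changed. It called 43 of the 200, all with the right sign and with 0 false calls. It found 0% of those changed 4-fold, 2% at 32-fold, 28% at 256-fold and 56% at 1024-fold. These are averages over transcripts drawn at random, whatever their level and spread. They set no limit for a single transcript, since the smallest absolute log2 fold change among the real calls was 1.66. At a dispersion of 0.1 in place of the observed one it called 197 of 199 changed transcripts that passed the filter, with 10 false calls.

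Alternatives were set before the data were examined: other scalings, the 10 most abundant transcripts left out, other filters, other thresholds, DESeq2 1.42.0, limma 3.58.1 on voom values or on log2(FPKM + 1) and log2(FPKM + 0.1) of the deposited FPKM, the replicate number as a block, and each library left out in turn. Those added afterwards were 1 transcript per locus, equal depth by thinning, infected libraries left out by depth, loci in place of transcripts, and organelle transcripts left out. Fold changes from limma are on the log2(value + pseudocount) scale, which understates changes of low transcripts.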

Results

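Root nodules of Lotus japonicus, a legume that forms a nitrogen-fixing symbiosis with the soil bacterium Mesorhizobium loti, contain cells that house the bacteria and neighbouring cells that do not. RNA was sequenced from separated infected cells and uninfected cells of mature wild-type MG-20 nodules, 4 weeks after inoculation of 10-day-old seedlings grown with 0.5 mM nitrate. Libraries were made by Smart-Seq2, a full-length cDNA amplification method for very small amounts of RNA. There were 4 libraries of infected cells and 4 of uninfected cells. The single comparison that the design implies was which transcripts differ in level between the 2 cell types.

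Total counts per library ranged from 2573790 to 83902108. The infected libraries held 49452067, 18395394, 2573790 and 3250692 counts in replicates 1 to 4. The uninfected libraries held 55647920, 33713756, 30546086 and 83902108 counts. The mean was 18417986 ± 21940830 in infected cells and 50952468 ± 24639532 in uninfected cells (SD, n = 4 each), and the groups overlapped (exact permutation test over 70 splits, two-sided, p = 0.114). The smallest p that 4 libraries against 4 allow in this test is 0.0286. A count of 0 allowed a level of up to 0.0358 CPM (counts scaled to the library total) in the deepest library and 1.17 CPM in the shallowest (3 counts of the total, counting error only). Infected replicates 3 and 4 were therefore the least precise libraries for transcripts of low abundance.

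Of the 94214 transcripts in the table, 60193 had at least 1 count in at least 1 library. After thinning every library to 2573790 counts, the number of transcripts detected was 26443, 10670, 28945 and 10129 in infected replicates 1 to 4. It was 17091, 23494, 25330 and 25269 in the uninfected libraries. The means of 19047 ± 10040 and 22796 ± 3897 (SD, n = 4 each) differed by less than the spread between libraries (exact permutation test, two-sided, p = 0.486). In infected replicate 3, 21028 of the 28945 detected transcripts had 10 counts or fewer. Without thinning, detection ranged from 10336 to 34483 transcripts, and the groups still did not differ (exact permutation test, p = 0.229).

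The 10 most abundant transcripts of a library took 22.9% ± 1.72 of its counts in infected cells and 4.15% ± 0.405 in uninfected cells (SD, n = 4 each). Every infected library lay between 20.8% and 24.6% and every uninfected library between 3.80% and 4.65%, so the difference exceeded the spread between libraries (exact permutation test, two-sided, p = 0.0286, the smallest the design allows). Over the 3 tests of total counts, detection and this share, the Benjamini-Hochberg adjusted p of the exact permutation test was 0.0858. The difference was 18.75 percentage points. The alternative that moved it most was counting only the single most abundant transcript, at 5.17 percentage points, and ranking by FPKM (counts scaled to length and library total) gave 30.2.

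**Figure D1:**
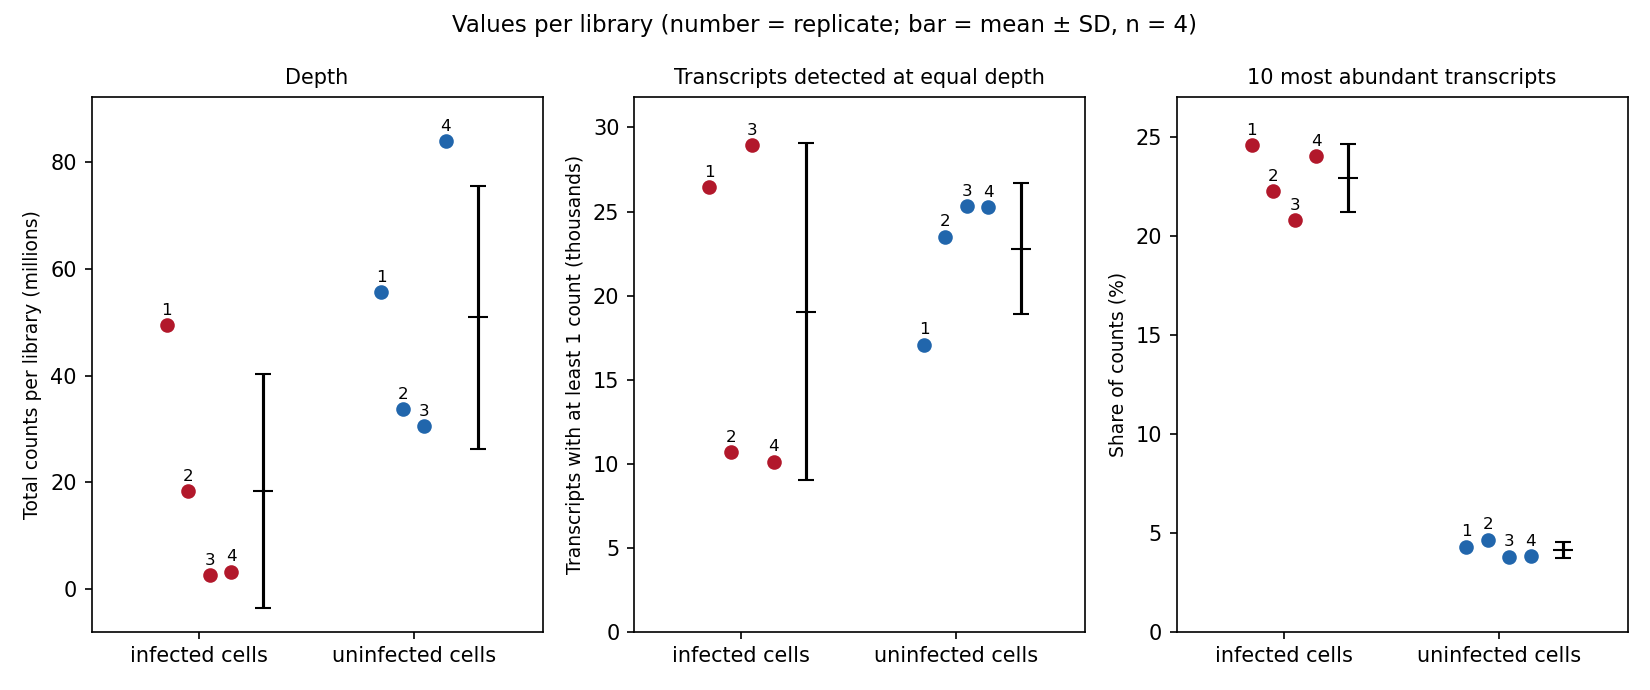
Total counts, transcripts detected after thinning to equal depth (axis units as labelled) and percent of counts in the 10 most abundant transcripts, for each of the 8 libraries; points are libraries labelled with their replicate number, and bars are the mean ± SD of 4 libraries. Totals and detection overlapped between the cell types, while all 4 infected libraries (20.8% to 24.6%) lay above all 4 uninfected libraries (3.80% to 4.65%) in the share of the 10 most abundant transcripts.

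Libraries of uninfected cells resembled each other more than libraries of infected cells did. Over the 20209 transcripts tested, Spearman's rho of log2 CPM averaged 0.651 ± 0.085 over the 6 pairs of uninfected libraries and 0.356 ± 0.087 over the 6 pairs of infected libraries (SD over pairs, which share libraries and are not independent). Between groups it averaged 0.262 ± 0.107 over 16 pairs. These correlations are across transcripts, which are not independent replicates. The lowest within-group value was 0.255, between infected replicates 2 and 3, and the highest was 0.770, between uninfected replicates 3 and 4. No pair was close enough to be one library deposited in duplicate. Infected replicate 1 correlated most closely with infected replicate 2 (0.517). Its next highest values were with uninfected replicates 2, 3 and 4 (0.446, 0.455 and 0.464), followed by infected replicate 4 (0.363), uninfected replicate 1 (0.339) and infected replicate 3 (0.329). The common biological coefficient of variation, edgeR's measure of spread between libraries, was 2.24 when fitted within infected cells and 1.37 within uninfected cells.

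**Figure D2:**
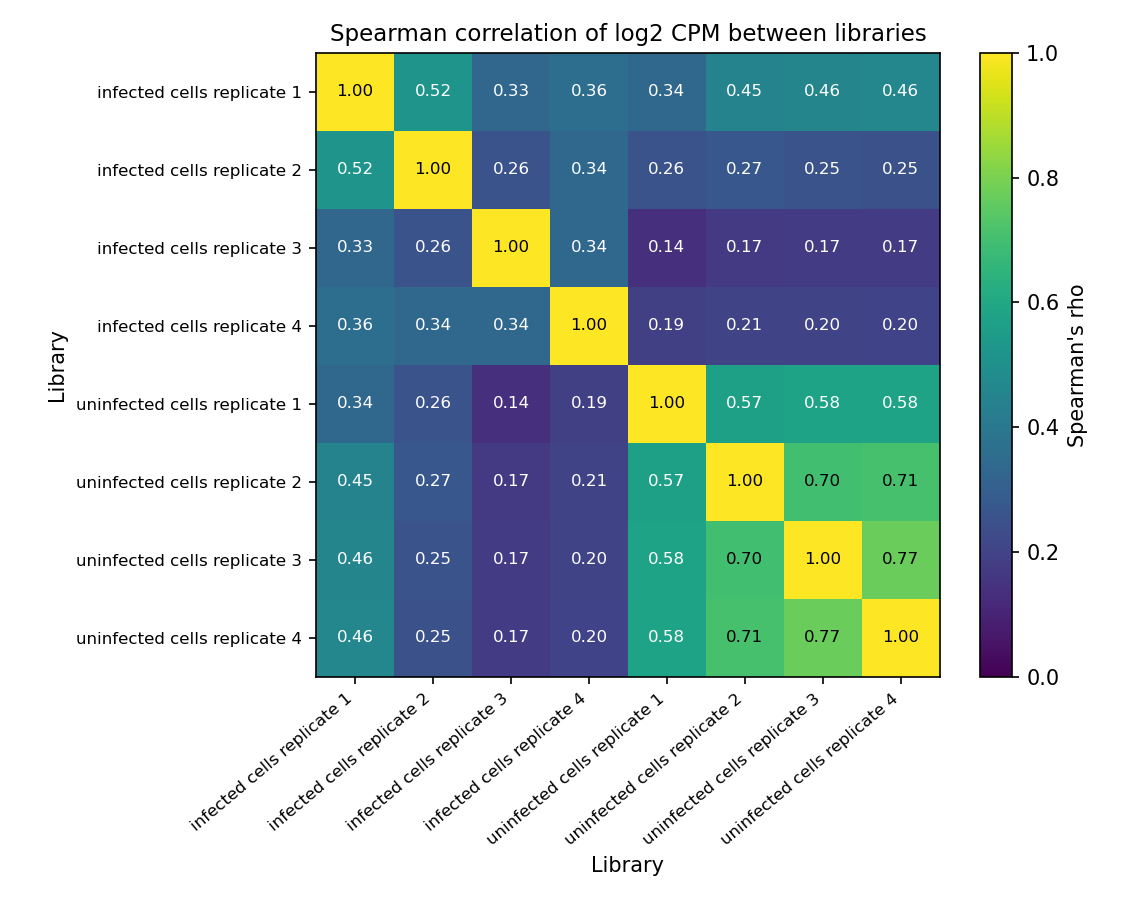
Spearman's rho of log2 CPM over the tested transcripts for every pair of the 8 libraries (rows and columns are libraries, colour and number give rho). Uninfected libraries correlated with each other at 0.570 to 0.770, infected libraries with each other at 0.255 to 0.517.

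To find transcripts that differ between the cell types, the counts were compared with edgeR's quasi-likelihood test. Of 20209 transcripts (15591 loci) tested, 644 differed at a Benjamini-Hochberg adjusted p below 0.05, of which 265 were higher and 379 lower in infected cells. They belonged to 557 loci, since several transcripts of one locus are counted in separate rows that share reads. At an unadjusted p below 0.05 there were 2672 transcripts. Differences had to be large to pass: the smallest absolute log2 fold change among the calls was 1.66 and the median was 9.90, so a limit of 2-fold removed none. Some of the higher calls were chloroplast or mitochondrial transcripts, whose share of counts was largest in infected replicates 3 and 4. With organelle transcripts left out, 582 were called, 222 higher and 360 lower. In the main fit the groups did not overlap in CPM for 245 of the 265 higher transcripts and for all 379 lower ones. Among all tested transcripts 19.72% had groups that did not overlap, against 2.86% by chance for 4 against 4. The number of calls depended most on the test, reaching 3417 with DESeq2. It also depended on single libraries, being 985 without infected replicate 1, 345 without uninfected replicate 1, 380 without uninfected replicate 3 and 363 without uninfected replicate 4.

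The balance of directions depended on how libraries were scaled. The median log2 fold change of all tested transcripts was -0.70 in the main fit and 0.25 with upper-quartile factors, which called 365 transcripts higher and 133 lower in infected cells. DESeq2 size factors (279 higher, 464 lower) and library totals alone (238 higher, 478 lower) kept more calls lower, as in the main fit. Depth separated infected replicates 3 and 4 (2573790 and 3250692 counts) from the other 6 libraries, and no uninfected library was as shallow. With those 2 libraries left out, 637 transcripts were called, 161 higher and 476 lower, and 401 of them were among the 644. With infected replicates 1 and 2 left out instead, 1575 were called, 421 higher and 1154 lower, and 541 were among the 644.

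**Figure D3:**
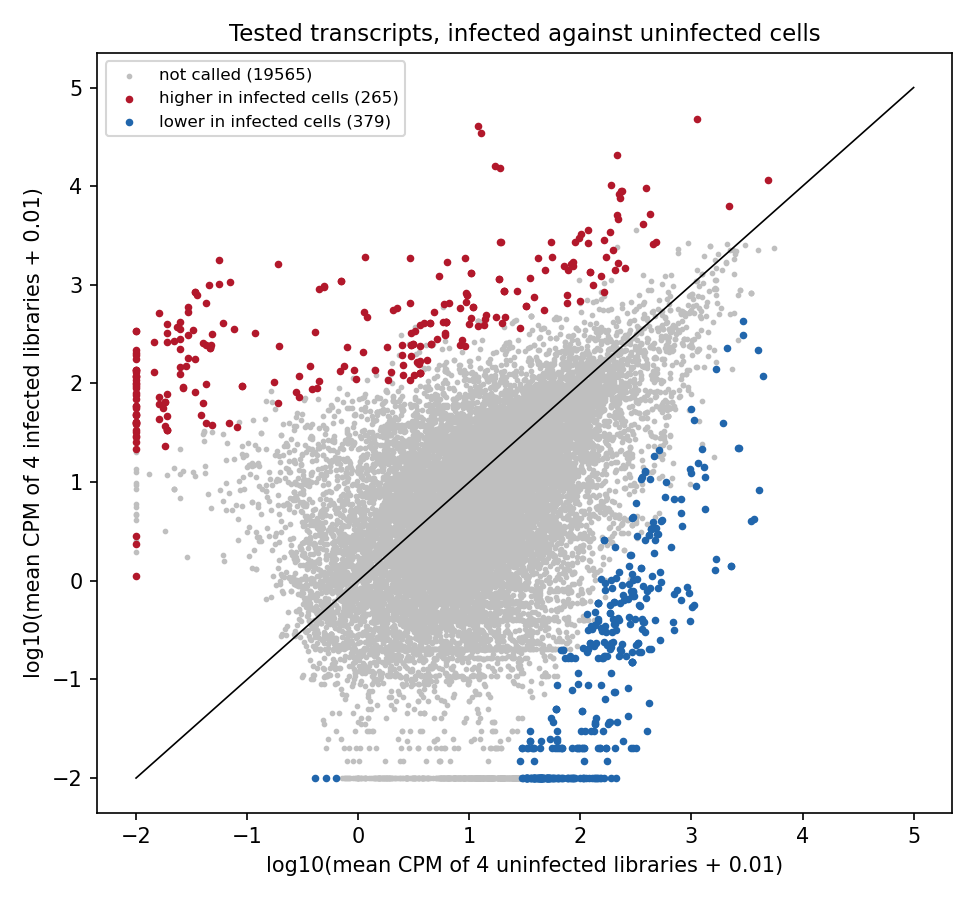
Mean CPM of the 4 infected libraries against that of the 4 uninfected libraries for each of the 20209 tested transcripts, on log10 axes after adding 0.01 CPM; the line marks equal means. Red points are the 265 transcripts called higher in infected cells, blue points the 379 called lower and grey points those not called, and points on the lowest row or column had no count in any library of that cell type.

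The deposited IDs are not paired with gene names, so transcripts are given by ID. The largest rise by the rule fixed in advance was in Lj4g3v2618540.1 (implied length 1181 bases), at 343.4 ± 373.3 CPM in infected cells (SD, n = 4; 291 ± 316 FPKM) and 0 counts in all 4 uninfected libraries. With the counts of each cell type pooled, its level in infected cells was 232 CPM, at least 15800-fold higher than the floor of 0.0147 CPM, which is 3 counts over the 4 uninfected libraries together (counting error only). The fitted log2 fold change was 16.61 (SE 2.02, edgeR adjusted p = 0.000464), a value that depends on the prior count. Lj4g3v2618530.1, next in rank, had nearly the same counts in every library (8670, 5516, 55 and 2848 against 8675, 5516, 56 and 2850 in the infected ones), so both rows can hold the same reads and are not separate evidence. Both rows spanned a wide range between infected libraries, from 21.4 CPM to 876.7 CPM.

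The largest falls were in transcripts with 0 counts in all 4 infected libraries. Lj6g3v1513720.1 (implied length 1001 bases) was at 209.4 ± 333.4 CPM in uninfected cells (SD, n = 4; 209 ± 333 FPKM). Pooled in the same way its level was 153 CPM, at least 3750-fold higher than the floor of 0.0407 CPM set by 3 counts over the 4 infected libraries together (fitted log2 fold change -15.82, SE 2.76, edgeR adjusted p = 0.00482). Most of its level came from uninfected replicate 3, at 706.2 CPM against 12.97, 21.27 and 97.11 CPM in replicates 1, 2 and 4. Without that library its adjusted p in edgeR was 0.0882. Lj0g3v0134869.2 (implied length 1053 bases) was more even, at 187.5 ± 54.68 CPM in uninfected cells (SD, n = 4; 178 ± 51.9 FPKM), and at 183 CPM when pooled, at least 4500-fold higher than the same floor (fitted log2 fold change -15.64, SE 2.28, edgeR adjusted p = 0.00171). Relative to the median of all tested transcripts, the log2 fold changes of these 4 rows were 17.31, 17.31, -15.12 and -14.94. The locus of Lj0g3v0134869.2 was not wholly without counts in infected cells: Lj0g3v0134869.1, another transcript of that locus looked up after the values were seen, had 4 counts there against 44147 in uninfected cells (log2 fold change -8.72, edgeR adjusted p = 0.0338).

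Some transcripts were detected in one cell type only. With at least 10 counts in every library of one group and 0 in every library of the other, 34 transcripts were found in infected cells only and 547 in uninfected cells only. Depth bears on this comparison, because 10 counts is a much higher level in infected replicate 3 than in any uninfected library. After thinning all libraries to equal totals, the numbers were 68 and 347. The infected-only number was 69 without infected replicate 2, 58 without infected replicate 3, 58 without infected replicate 4 and 55 without uninfected replicate 2. The uninfected-only number rose to 2189 without infected replicate 1, to 848 without infected replicate 3 and to 962 without uninfected replicate 1. Among the 644 calls, 41 of the higher transcripts had 0 counts in every uninfected library and 104 of the lower ones had 0 counts in every infected library.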

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

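All tests in this part were chosen after the values they concern were seen, though what each would show was written down before it was run. Of 16 sets of 4 libraries checked for a single value apart from the rest, 2 stood out. Chance alone marks about 1 set in 20 if values are normally distributed, which was not checked and may not hold for CPM.

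The 100 most abundant transcripts took 20.8% of counts in uninfected replicate 2, against 19.91%, 19.76% and 19.82% in uninfected replicates 1, 3 and 4. The gap to the nearest library was 0.856 of the range, above Dixon's critical value for 4 libraries. The difference is about 1 percentage point in a comparison where the infected libraries lay at 37.8% to 50.9%. Leaving out chloroplast and mitochondrial transcripts kept the gap at 0.844 of the range, which argues against organelle transcripts as its cause. Chance among the sets checked stays open, and no biological explanation was tested, since the design gives none within uninfected cells.

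The level of Lj6g3v1513720.1 was 706.2 CPM in uninfected replicate 3, against 12.97, 21.27 and 97.11 CPM in uninfected replicates 1, 2 and 4, with a gap of 0.879 of the range, again above Dixon's value. The rule was applied to CPM and not to their logarithms, on which this gap would be a smaller part of the range. A scaling error of that library would raise the other transcripts of uninfected cells too. Over the 379 transcripts called lower in infected cells, the median log2 ratio of replicate 3 to the mean of the other uninfected libraries was -0.12 (quartiles -0.84 and 0.53, after adding 1 CPM), so scaling is argued against. A few cells with a high level of this transcript, or uneven amplification from little RNA, stay open and were not tested. The number of cells per library is not given in the labels, and no biological explanation was tested.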

How the results depend on the processing

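Of the tests below, those on 1 transcript per locus, thinned libraries in the test of transcripts, depth classes, loci and organelle transcripts were added after the data were examined.

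The number of transcripts that differed was 644 in the main edgeR fit and lay between 498 and 756 with DESeq2 size factors (743), upper-quartile factors (498), library totals alone (716), the 10 most abundant transcripts left out (680), at least 10 counts in 4 libraries (756), 1 transcript per locus (633), infected replicates 3 and 4 left out (637), organelle transcripts left out (582) and, for the 2-fold limit, glmTreat (586). It moved further with no filter (1105), DESeq2 (3417, with an adjusted p for 27597 of 60193 rows), limma-voom (2399), voom with quality weights (1937), limma on log2(FPKM + 1) (3187), limma on log2(FPKM + 0.1) (2963), thinned libraries (1017), infected replicates 1 and 2 left out (1575) and an adjusted p below 0.01 (266). With the 2-fold limit the numbers of the tests were the same, except 2393 for limma-voom. A log2 limit of 2 left 642. Leaving out each library in turn gave 345 to 985, with 985 without infected replicate 1, 345 without uninfected replicate 1, 380 without uninfected replicate 3 and 363 without uninfected replicate 4. Among the fits called at an adjusted p below 0.05 (glmTreat not compared), those sharing fewest and most of the 644 main calls shared 337 (without uninfected replicate 1) and 642 (DESeq2 size factors), and the shared calls had the same sign.

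The tests with more calls also differed on simulated data with 200 changed transcripts among 20209. DESeq2 made 392 calls there, of which 306 were false, limma-voom 54 with 14 false, limma on log2(FPKM + 1) 22 with 1 false, and edgeR 43 with 0 false. Many of the 3417 calls of DESeq2 may therefore reflect the spread between these libraries rather than the cell types. The simulation uses edgeR's own dispersions, so it favours edgeR, and it does not account for the larger number of calls from FPKM in the real data, whose cause was not tested.

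The balance of directions varied as well. The share higher in infected cells was 41.1% in the main fit, 73.3% with upper-quartile factors (365 higher, 133 lower), 37.6% with DESeq2 size factors (279 and 464), 33.2% with library totals alone (238 and 478), 30.6% with the 10 most abundant transcripts left out (208 and 472), 51.4% with DESeq2 (1758 and 1659), 18.0% with limma-voom (432 and 1967), 22.4% with quality weights (434 and 1503), 12.0% and 11.1% with log2(FPKM + 1) and log2(FPKM + 0.1) (381 and 2806, 328 and 2635), 20.7% without infected replicate 1 (204 and 781), 25.3% without infected replicates 3 and 4 (161 and 476) and 26.7% without infected replicates 1 and 2 (421 and 1154). Without infected replicate 2 the share was 50.3% (373 and 368), so the excess of lower calls was gone. Without infected replicate 3 or 4 it was 32.2% and 41.7%, and without each uninfected library 44.6% to 48.9%. The median log2 fold change of all tested transcripts ranged from -3.06 (infected replicates 1 and 2 left out) to 0.84 (DESeq2).

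The titles number the libraries 1 to 4 in each cell type. The correlation of deviations from the group means between libraries of the same number was -0.075, 0.005, 0.025 and -0.022, which gave no sign of pairing. A weak shared effect could go unseen at the large spread between these libraries, so pairing is not excluded. With the replicate block edgeR called 591 transcripts, 221 higher and 370 lower, of which 450 were among the 644.

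The difference in mean Spearman's rho between uninfected and infected libraries was 0.295. With Pearson's r it was 0.202, and leaving out each library gave 0.245 to 0.369. The share of counts in the 10 most abundant transcripts, total counts and the number of transcripts detected kept their direction and side of 0.05 under every alternative run. Without infected replicate 4 the difference in detection shrank to -776.7 transcripts, without infected replicate 2 to -957, and without infected replicate 3 or 1 it grew to -7049 and -6215. Without uninfected replicate 1 it was -5651, and 5 or more counts per transcript gave -5898.

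Transcripts found in infected cells only numbered 34 in the main count, 68 after thinning, and 37 to 69 with each library left out (69 without infected replicate 2, 58 without infected replicate 3, 58 without infected replicate 4, 55 without uninfected replicate 2). Those in uninfected cells only numbered 547, 347 after thinning, and 590 to 2189 with each library left out (2189 without infected replicate 1, 848 without infected replicate 3, 962 without uninfected replicate 1).

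Of the named transcripts, Lj4g3v2618540.1, Lj4g3v2618530.1 and Lj0g3v0134869.2 kept their direction and an adjusted p of at most 0.0173 under every alternative that tested them (25, 25 and 24). Lj6g3v1513720.1 kept its direction under 25 alternatives and lost its call in 4: without uninfected replicate 3 (edgeR adjusted p = 0.0882), with quality weights (limma adjusted p = 0.0804), and with infected replicates 1 and 2 or 3 and 4 left out (edgeR adjusted p = 0.0616 and 0.0615). Its adjusted p ranged from 4.82e-07 to 0.0882. Depth limits infected replicates 3 and 4 most, where 3 counts correspond to 1.17 and 0.923 CPM. The planned test of gene families was not run, because no annotation matched the IDs.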

Other observations

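The tests of carry-over by count elsewhere, of how many uninfected-cell transcripts are missing from infected replicate 1 and how many of low level from each uninfected library, of the 2 leading transcripts in uninfected cells and of the scaling were chosen after their results were seen; what the others would show was written down first.

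The number of calls between the cell types was compared with that from every split of the 8 libraries into 4 and 4. Only 1 of 35 splits, the real one, gave as many as 644 transcripts by edgeR's test. Chance can be excluded at the 0.05 level only, since that share of 0.0286 is the smallest this design allows. The other 34 splits gave 0 calls, but each puts both cell types in one group, which raises the spread within groups. The larger share of calls lower in infected cells is another matter. A trend with transcript length over all tested transcripts is argued against as its cause, since Spearman's rho of log2 fold change with length was -0.0328. Transcripts called higher were shorter, with a median of 1198 bases, while those called lower had a median of 1450 bases, close to the 1462 bases of all tested transcripts. The scaling between libraries may account for it, since upper-quartile factors turned the split to 73.3% higher, although DESeq2 size factors (37.6% higher) and library totals alone (33.2%) kept more calls lower. Whether infected cells lower more transcripts than they raise stays open.

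Infected replicate 1 stood closer to the uninfected libraries than the other infected libraries did, at a mean Spearman's rho of 0.426 against 0.258, 0.164 and 0.201 for infected replicates 2, 3 and 4. Depth is argued against, since after thinning to equal totals it was 0.4243 against 0.254, 0.164 and 0.200. Fewer losses of transcripts at low input are argued against as the whole cause, since over the 3313 transcripts with counts in all 8 libraries it was 0.6742 against 0.509, 0.261 and 0.266. RNA of uninfected cells mixed in at one common share stays open, though some abundant transcripts argue against a share as high as 2.76% (below). Of 198 transcripts above 50 CPM in every uninfected library and at 0 in infected replicates 2 and 4, 35 (17.7%) were also at 0 in infected replicate 1 and 39.4% in infected replicate 3. In infected replicate 1 their median share of the uninfected level was 2.76% (quartiles 0.028% and 14.0%). At that median the least abundant would stand at 1.4 CPM, or 68 counts by counting error alone, but transcripts can also be lost before amplification. Loss was measured on transcripts at a mean of 1 to 2 CPM in the other 3 uninfected libraries, with counts in each. Of these, 40.8%, 13.6%, 9.71% and 9.56% were at 0 in uninfected replicates 1 to 4, and only replicate 1 exceeded 17.7%. That level matches the least abundant of the 198 only. Loss at higher levels was not measured, so the comparison cannot decide. Among calls lower in infected cells, Lj5g3v1794660.1, Lj6g3v1513630.1 and Lj0g3v0001769.1 had means of 2285, 1679 and 1637 CPM in uninfected cells. They had 26, 26 and 24 counts over all 4 infected libraries together. This argues against a share of 2.76% for them, unless lost before amplification. They were picked after their values were seen, and other such calls had more. Lj0g3v0096809.1 (4386 CPM) had 11013 counts and Lj3g3v1010900.1 (3945 CPM) had 9654. A real difference between infected cells stays open as well. This library weighs on the results: without it the transcripts found only in uninfected cells rose from 547 to 2189.

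Infected replicate 3 had the smallest total but the most transcripts after thinning, and 21028 of its 28945 detected transcripts (72.6%) had 10 counts or fewer. In the other 7 libraries, thinned to the same total, that share was 28.9% to 46.0%. A candidate explanation is genomic DNA in the library, which would place single fragments on transcripts whether or not they are expressed. At equal depth, 19.16% of the 52102 transcripts that had no count in the other 7 libraries had counts in infected replicate 3, while the same measure gave 0.787% to 4.64% for each of the others. Of its transcripts with 1 to 10 counts, 28.8% had none in any other library, against 4.36% to 22.4% by the same measure in each of the other libraries (as deposited, at unequal depths), and reads carried over from those libraries cannot give them. For the rest, carry-over would favour transcripts with more counts elsewhere. Infected replicate 3 detected 29.1% of transcripts with a total of 1 to 2 counts in the other 7 libraries and 29.8% of those with 11 to 100, which argues against carry-over for these. Above 100 counts the share rose (36.7% for 101 to 1000, and 59.2%, or 10733 of 18123 transcripts, from 1001 upward). Carry-over stays open there. Transcripts without a count in the other thinned libraries were detected less often (19.16%) than any of these classes. Genomic DNA spread evenly over transcripts would not give that difference, so it may not be the whole cause. The table has no intergenic or intronic counts that would test genomic DNA more directly. Reads of the bacteria placed on plant transcripts, and cells of other kinds, were not tested.

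Transcripts with chloroplast and mitochondrial IDs took 20.2% of counts in infected replicate 3 and 11.1% in infected replicate 4. They took 0.657% and 1.30% in infected replicates 1 and 2 and 0.256% to 0.456% in the uninfected libraries. Whole-cell genomic DNA would be a candidate source in replicate 4 as well, but only 1.788% of transcripts without counts in the other 7 thinned libraries had counts there, within the range of the 6 remaining libraries (0.787% to 4.64%), so that source is argued against for replicate 4. Organelle DNA or non-polyadenylated organelle RNA carried through at low input stays open. The 2 libraries were also the shallowest, so depth or amount of input and organelle share cannot be separated in this design.

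The 2 transcripts with the highest mean level in infected cells, chosen after their values were seen, behaved differently in uninfected cells. Lj5g3v0035290.1 was at 48380 ± 21860 CPM in infected cells and 1120 ± 998 CPM in uninfected cells (SD, n = 4 each; log2 fold change 5.75, SE 0.70, edgeR adjusted p = 0.000205). Lj6g3v0815760.1 was at 40370 ± 12570 CPM and 12.0 ± 10.3 CPM (log2 fold change 12.08, SE 0.86, edgeR adjusted p = 1.87e-06). In uninfected replicates 1, 2, 3 and 4 the first reached 3.70%, 4.43%, 0.242% and 0.870% of its mean level in infected cells, and the second 0.00597%, 0.0405%, 0.0605% and 0.0120%. RNA of infected cells mixed into an uninfected library would bring both at about the same share, within the spread of the ratio of these shares between infected libraries (0.519 to 1.78). The shares differed by at least 72.2-fold in uninfected replicates 1, 2 and 4, which argues against such mixing as the source of Lj5g3v0035290.1 there. In uninfected replicate 3 they differed by 4.00-fold, too close to that spread, and mixing cannot be told apart from expression in that library. Expression of Lj5g3v0035290.1 in some uninfected cells, below its level in infected cells, is a hypothesis that these libraries leave open.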
